A study of Mus musculus with 6 samples. Its data were reported in "LKB1 drives stasis and C/EBP-mediated reprogramming to an alveolar type II fate in lung cancer" (2022).

How the data were processed

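Sorted neoplastic cells from lung tumours of 6 mice, 3 labelled restored and 3 non-restored, were profiled by 10x 3-prime single-cell RNA sequencing, with a recovery target of 8000 cells per sample. The deposited values were counts, that is whole UMI counts per gene and cell that the authors had not normalized. Per the file headers and the study's methods, the authors aligned the reads to mm10 and counted UMIs with Cell Ranger 3.0.2, which also called barcodes as cells. The matrix held all libraries together, with GFP and TdTomato as added features. The study's methods state that the matrices were merged in Seurat for the authors' own clustering. The deposited matrix still held cells under the gene minimum of that step, so whether it was joined in the same way, and whether reads were subsampled to equal depth, is open. The gene annotation release is not stated. Subsampling would lower the UMI totals of the deeper libraries and would not change the proportions of genes within a library.

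No file read here gives the mouse of a cell, so cells were not assigned to mice or groups, and the planned tests between restored and non-restored mice were not run. The pooled matrix was treated as 1 sample. Cells were not split by GFP, Stk11 or sex-linked genes into presumed groups, since that would define groups by an outcome.

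Cells were processed in Seurat 5.3.0 (R 4.3.3) with the settings that the study states for an earlier Seurat release. Of 16017 cells, 13936 had at least 500 genes, and the 2081 cells below that had a median of 66.6% mitochondrial UMIs. The study states percentile limits on mitochondrial share and gene number without the percentile; the 98th was used, which set limits of 46.5% mitochondrial UMIs and 6723 genes and removed 558 cells. A preliminary clustering (20 principal components, Louvain resolution 0.3) of the 13378 remaining cells served to remove 130 endothelial-like and 252 fibroblast-like cells, which left 12996. Counts were log-normalized, 2000 variable features were chosen, the UMI total was regressed out during scaling, and 6 principal components were clustered by the Louvain method at resolution 0.3 with seed 42. The mitochondrial limit is permissive: a preliminary cluster of 1719 cells with a median of 3419 UMIs and 26.2% mitochondrial UMIs was kept, and 997 of its cells fell in the ATII-like state and 389 in cluster 1 of the second clustering.

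Of the 2000 variable features, 78 were genes of the lists compared in the report. A second clustering therefore held out 243 genes: all listed genes, 97 cell cycle genes, GFP and TdTomato, with other settings unchanged. It gave the states for levels, cycling shares and gene lists. A cluster was named after the class with the largest fraction of its markers at least 2-fold over the other cells and at 1 CPM or more. At least 3 such markers were needed. A tie needed 3 markers among the top 10 genes by fold, and 1 CPM was added to both levels for this ranking only. Clusters with present but lower ATII markers were left unnamed. Louvain clusters were rebuilt here, so names and borders can differ from those of the study.

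Levels were given in CPM, the UMIs of a gene per 1000000 UMIs summed over all cells of a state, so deep cells weigh more. Exact Poisson intervals were used for levels, exact conditional binomial intervals for ratios and exact binomial (Clopper-Pearson) intervals for shares, all at 95%. Where a count was 0, the upper limit was set at 3 counts. Shares of cells with a UMI were computed after thinning each cell to 5000 UMIs, which left out 2080 shallower cells and kept 10916. For gene lists, genes with at least 1 CPM were used, random lists were drawn 10000 times from 50 bins of mean expression, and counting intervals came from 1000 Poisson redraws. The lists were glycolysis, lipid and surfactant metabolism, MHC class II and oxidative phosphorylation. The text names the genes of the lists that a comparison is about and the 5 genes with the largest ratio in each direction between the ATII-like state and cluster 1, the largest states of the second clustering, among genes outside the lists and the variable features with at least 10 CPM in either state. Gene coordinates came from GENCODE release M21 on GRCm38, whose gene IDs matched 31011 of the 31055 features (99.9%). Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used for the values and figures.

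Doublets were kept in the reported values. Scrublet (scanpy 1.11.5, expected rate 0.06) was run on the pooled matrix, and its automatic threshold of 0.703 called 0 of 13378 cells, so it had not worked as a caller. Leaving out the 803 cells (6%) with the highest scores was added as an alternative. The other alternatives changed the percentile limits, the number of principal components or variable features, the resolution, the regression, the clusters removed, the weighting of cells, the thinning, the cycling minimum and the CPM minimum of the lists. Alternatives chosen after the data were seen were the limit of 10% mitochondrial UMIs, the highest doublet scores, random lists without variable features and values relative to the median gene. The 2-fold naming threshold, the thinning depth, the smallest Jaccard index of 0.25 for matching clusters across alternatives, holding GFP and TdTomato out of the second clustering and the choice of which values count as main results were also set after the files were seen.

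The computations were tested on simulated data. With 200 genes changed by known folds among 7371 genes, 95.5% of the changed genes came back within 0.1 of the known log2 ratio, and 96.2% of the ratio intervals over 2000 genes held the known value. Of 200 random lists with no change, 4% fell outside percentiles 2.5 to 97.5. The counts of these simulations carried Poisson error only, without variation between cells or mice and without genes that move together. They therefore check the computation and not how the intervals or percentiles behave under such variation. Thinning reduced the difference in the share of cells with a UMI between simulated deep and shallow cells from 30.8 to 0.03 percentage points.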

Results

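Neoplastic cells sorted from mouse lung tumours were profiled by droplet-based single-cell RNA sequencing (10x Chromium), in which each transcript copy is tagged with a unique molecular identifier (UMI) so that PCR duplicates are counted once. The tumours arose in mice whose Lkb1 gene (symbol Stk11) carried the XTR allele, a cassette that can be switched from an expressed to a trapped and then to a restored state. In the trapped state a gene trap that ends in a green fluorescent protein (GFP) sequence truncates the Lkb1 transcript. A FLPo recombinase activated by tamoxifen deletes the trap and restores the gene. Tumour cells were marked by the red fluorescent protein tdTomato. The tumours had grown for 20 weeks, and the mice then received tamoxifen or vehicle for 2 weeks. The labels assign 6 mice to 2 groups, 3 restored and 3 non-restored. Of these mice, 4 were male and 2 female, and 4 received tamoxifen and 2 vehicle.

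The deposited matrix pooled all libraries and held 16017 cells, 31055 features and 266713311 UMIs. The median cell had 13985 UMIs and 3539 detected genes, and single cells ranged from 500 to 125731 UMIs. After filtering and removal of 130 endothelial-like and 252 fibroblast-like cells, 12996 cells with 240472781 UMIs were retained. The retained cells had a median of 17002 UMIs, 3918.5 genes and 4.18% mitochondrial UMIs, and 2953 of them had more than 10% mitochondrial UMIs. A single gene, Sftpc, took 12% of the retained UMIs, and the 10 most abundant genes together took 24.3%.

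The comparison named by the design asks how restoration of Lkb1 changes the neoplastic cells. No file read here assigns a cell to its mouse, so the comparison of restored with non-restored mice was not analysed here and has no value below. With 3 mice against 3, a two-sided exact permutation test of a share per mouse could not have gone below p = 0.1. The pooled matrix was therefore treated as 1 sample without replicates. All 95% intervals given here cover counting error only and say nothing about variation between mice, and no test was run between cells.

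The first question was which cell states made up the pooled neoplastic cells. Clustering with the settings of the study gave 9 clusters. An alveolar type II (ATII)-like state, named after the surfactant-producing cells of the alveolus, held 28.6% of the retained cells (exact binomial 95% interval 27.9 to 29.4; 3721 cells). Its name rested on 3 of 12 ATII markers at least 2-fold above the other cells, since ATII markers were also abundant in several other clusters. The ATI-like state, named after the flat gas-exchange cells of the alveolus, held 16.0% (15.3 to 16.6; 2073 cells) and a transitional-like state with keratin markers held 9.58% (9.08 to 10.1; 1245 cells). Proliferating cells made up 1.76% (1.54 to 2.00). Immune-like cells made up 0.646% (0.516 to 0.800). The remaining 4 clusters carried no name under the marker rule. The largest of them held 22.7% (21.9 to 23.4; 2945 cells), the next 11.5% (11.0 to 12.1) and another 8.80% (8.32 to 9.30), while the smallest, with 54 cells, had equal numbers of club and ciliated airway markers. The shares depended on the processing, and the ATII-like share moved most when no percentile limits were set, to 10.4%.

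**Figure D1:**
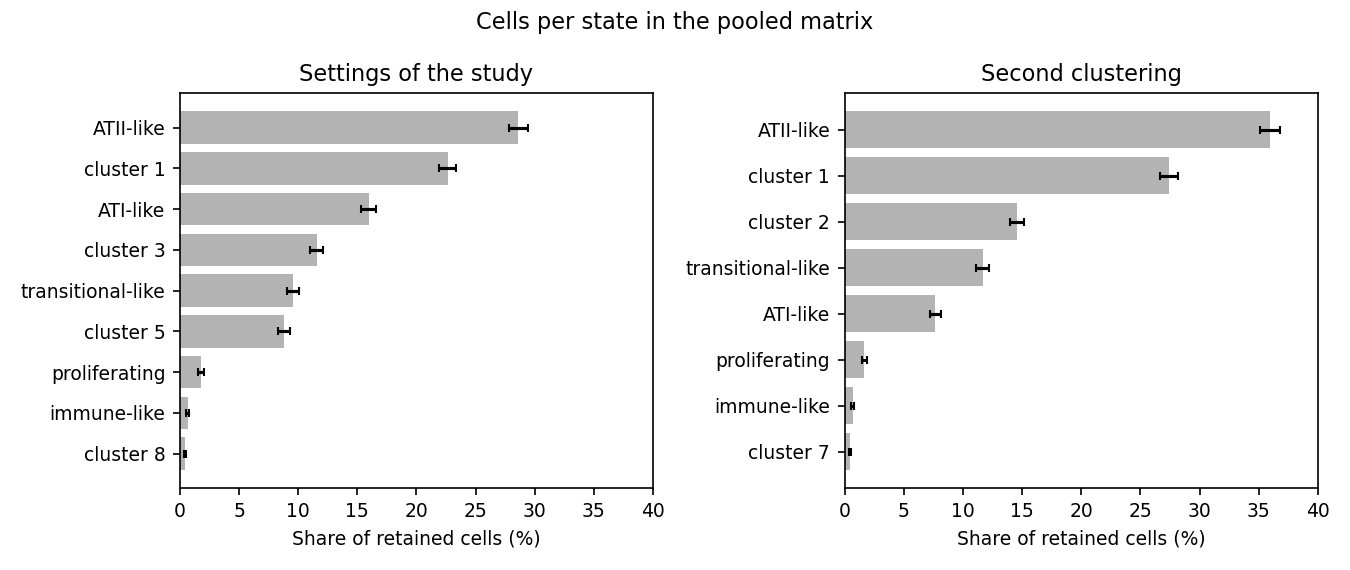
Share of the 12996 retained cells in each state (horizontal axis, percent), for the clustering with the settings of the study (left) and for the second clustering made without the listed genes (right), with exact binomial 95% intervals as error bars. The ATII-like state was the largest in both, at 28.6% and 36.0%, and cluster numbers on the left and right name different sets of cells.

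So that the compared genes would not shape the clusters, the cells were clustered a second time. Every gene of the marker and pathway lists, the cell cycle genes, GFP and TdTomato were kept out of that clustering. It gave 8 clusters, and the adjusted Rand index between both clusterings was 0.568. The clusters were still named by the same marker lists. High levels of a named state's own markers therefore partly restate its name. In the second clustering the ATII-like state held 36.0% of the cells (35.1 to 36.8; 4673 cells; median 18594 UMIs per cell), the unnamed cluster 1 held 27.4% (26.7 to 28.2; 3566 cells; median 15587.5 UMIs) and the unnamed cluster 2 held 14.6% (14.0 to 15.2; 1894 cells). The transitional-like state held 11.7% (11.1 to 12.2; 1516 cells), the ATI-like state 7.66% (7.20 to 8.13; 995 cells), proliferating cells 1.64% (1.43 to 1.87) and immune-like cells 0.654% (0.523 to 0.808). All levels and lists given from here on refer to these states, as CPM, the UMIs of a gene per 1000000 UMIs of the state, with exact Poisson intervals or exact conditional intervals of a ratio.

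The second question was how alveolar identity markers differed between the states. The states compared were the 6 drawn in the plot of marker levels, without the immune-like cells and the 54 cells of cluster 7. Among these 6 states, 8 of the 12 ATII markers had their highest level in the ATII-like state, and this number moved most in cells with at most 10% mitochondrial UMIs, to 6. All 12 ATI markers, which also gave the ATI-like state its name, were highest in that state among these 6 states. Outside them, Lyz2 was higher in immune-like cells, at 32042 CPM, than in the ATII-like state, and Igfbp2 was higher in cluster 7, at 17.9 CPM, than in the ATI-like state, at 3.38 CPM. Ager (ENSMUSG00000015452; chromosome 17, 34597862 to 34600936, GRCm38) reached 5930 CPM in the ATI-like and 648 CPM in the ATII-like state, a 9.15-fold difference (9.05 to 9.24). Hopx (ENSMUSG00000059325; chromosome 5, 77086988 to 77115121) was 60.1-fold higher in the ATI-like state (58.3 to 62.0) and Rtkn2 (ENSMUSG00000037846; chromosome 10, 67979570 to 68059740) 123-fold (103 to 149). The log2 ratios of Ager, Hopx and Rtkn2 moved most with 15 principal components, from 3.19, 5.91 and 6.94 to 2.10, 4.09 and 5.09. There the ATI-like and transitional-like states matched the same cluster. The smallest of these ATI-like excesses among Ager, Hopx, Aqp5, Rtkn2, Vegfa and Spock2 was that of Vegfa, 2.49-fold (2.42 to 2.57). Lyz2 (ENSMUSG00000069516; chromosome 10, 117277331 to 117282321) fell from 17192 CPM in the ATII-like to 171 CPM in the ATI-like state. In the transitional-like state Krt8 (ENSMUSG00000049382; chromosome 15, 101996698 to 102004482) was 11.6-fold (11.4 to 11.7) and Krt19 (ENSMUSG00000020911; chromosome 11, 100140810 to 100148665) 17.5-fold (17.1 to 17.9) above the ATII-like state.

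Between the ATII-like state and cluster 1 the ATII markers differed less and in both directions. The median of 11399 genes was itself shifted by -0.175 on the log2 scale (ATII-like over cluster 1), so directions are also given relative to this median where they flip. Sftpc, Sftpa1 and Sftpb took 20.1% of the UMIs of the ATII-like state and 15.8% of those of cluster 1. By CPM 8 of the 12 markers were lower in cluster 1, and relative to the median gene 11 were, with Lamp3 and Napsa changing direction and Fabp5, within counting error of no difference by CPM, also on the other side. Hc (ENSMUSG00000026874; chromosome 2, 34983331 to 35061438) fell from 636 to 284 CPM, a ratio of 2.24 (2.20 to 2.28), and Lyz2 from 17192 to 9138 CPM, a ratio of 1.88 (1.88 to 1.89). Sftpc (ENSMUSG00000022097; chromosome 14, 70520949 to 70524081) differed by a ratio of 1.31 (1.31 to 1.31), at 168430 and 128530 CPM. In contrast, Sftpb (ENSMUSG00000056370; chromosome 6, 72304610 to 72314371) was higher in cluster 1, at 13489 against 10712 CPM, and stayed higher relative to the median gene. Fabp5 did not differ by more than counting error (ratio 0.988, 0.973 to 1.00).

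**Figure D2:**
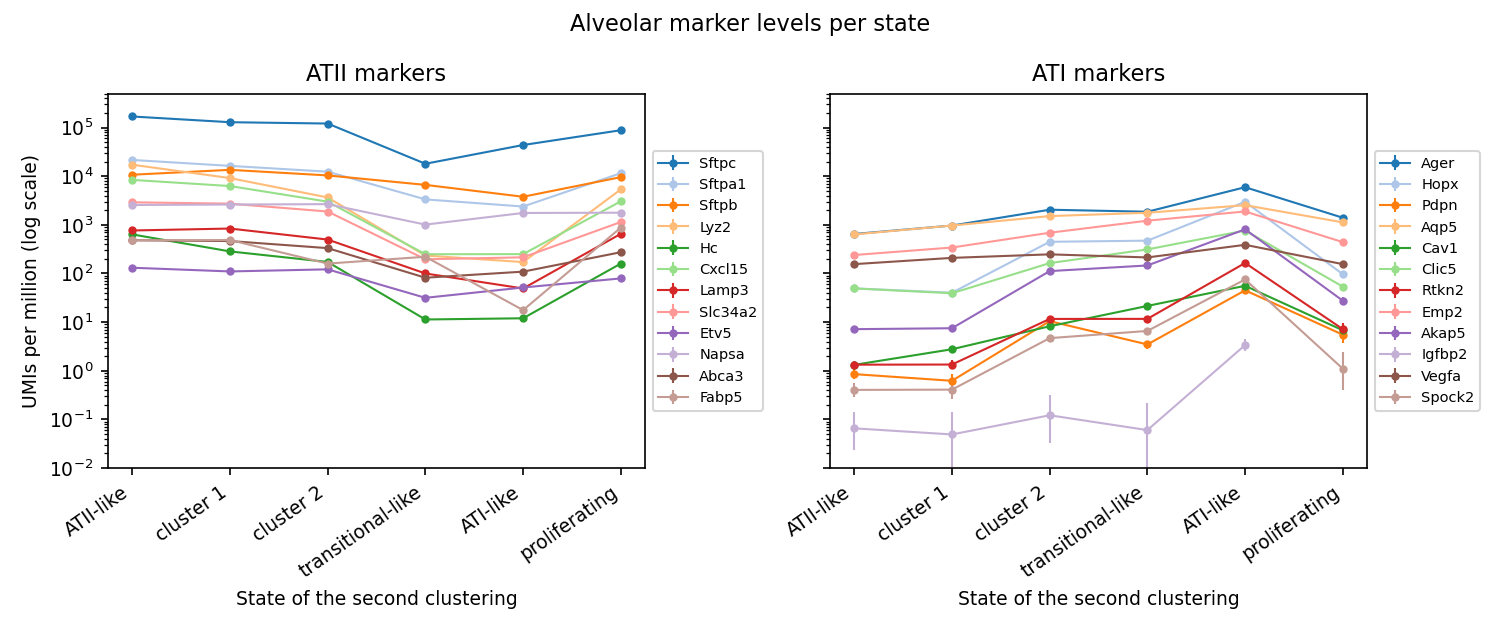
Level of each ATII marker (left) and ATI marker (right) in 6 states of the second clustering, in CPM on a log scale, with exact Poisson 95% intervals, which are mostly smaller than the points; lines only join points of the same gene. The ATI markers peak in the ATI-like state, while Lyz2 falls from 17192 in the ATII-like to 171 in the ATI-like state; Igfbp2 had no UMI in proliferating cells and has no point there.

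The third question concerned Stk11 and the transcription factors examined in the study. Stk11 (ENSMUSG00000003068; chromosome 10, 80115803 to 80130682, plus strand, overlapping the gene Cbarp in the annotation) was at 36.7 CPM in the ATII-like state (35.5 to 38) and 7.76 CPM in cluster 1 (7.07 to 8.49), a ratio of 4.74 (4.30 to 5.22) or 2.24 on the log2 scale. The alternative that moved it most was a clustering with 15 principal components, where the log2 ratio was 3.59. Among the other states it was at 22.8 CPM in cluster 2, 13.1 CPM in transitional-like, 25.1 CPM in ATI-like and 9.74 CPM in proliferating cells. After each cell was thinned to 5000 UMIs, 17.1% of ATII-like cells (15.9 to 18.4) and 3.53% of cluster 1 cells (2.89 to 4.25) had a Stk11 UMI, against 44.8% and 8.95% before thinning. No cell type of this matrix is known to lack Stk11, although the gene trap truncates its transcript in the cells that carry it. Of 1247 cells with a GFP UMI after thinning in the 6 states of the plot of marker levels, 3 had a Stk11 UMI. For reference, the removed endothelial-like cells had a thinned share of 7.59% (2.84 to 15.8; 6 of 79 cells) at a median of 9316 UMIs and fibroblast-like cells 9.94% (6.0 to 15.3) at 13555.5 UMIs. Only the fibroblast-like share of these was above that of cluster 1 beyond counting error. The GFP feature, which belongs to none of the gene lists, went the opposite way, at 6.86 CPM in the ATII-like state and 35.7 CPM in cluster 1.

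**Figure D3:**
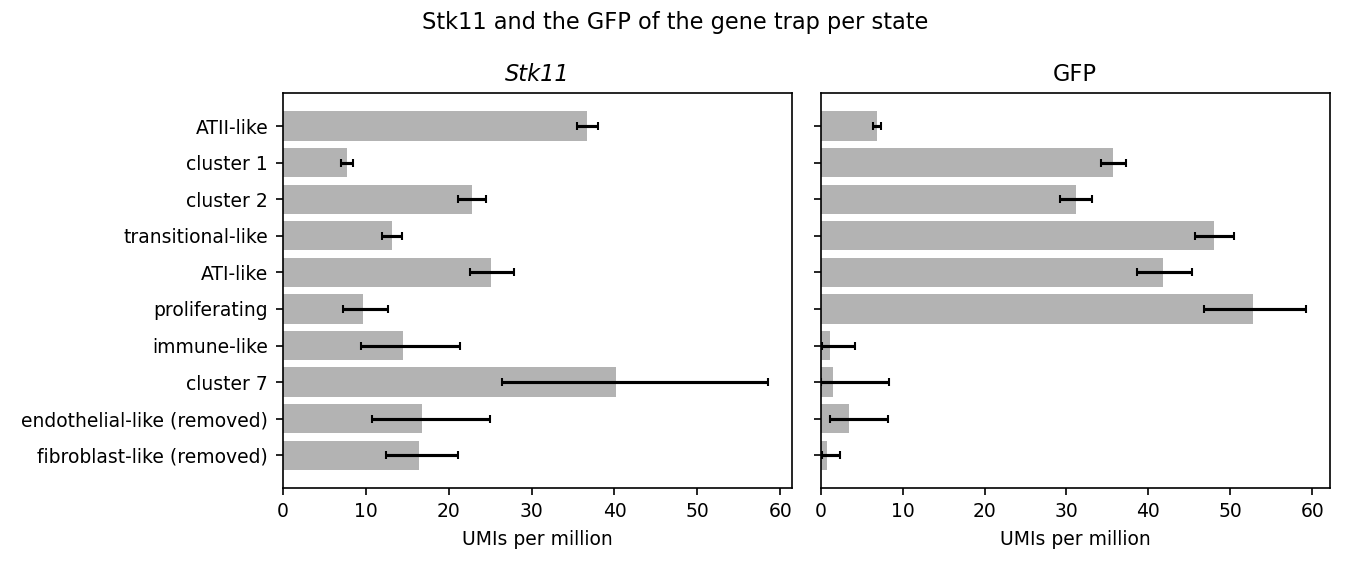
Level of Stk11 (left) and of the GFP sequence of the gene trap (right) in each state of the second clustering and in the removed stromal clusters, in CPM with exact Poisson 95% intervals. Stk11 was at 36.7 in the ATII-like state and 7.76 in cluster 1, and GFP at 6.86 and 35.7.

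Among the C/EBP factors, Cebpa (ENSMUSG00000034957; chromosome 7, 35119293 to 35121928) was at 337 CPM in the ATII-like state, 429 CPM in cluster 1, 151 CPM in the transitional-like and 111 CPM in the ATI-like state. Its log2 ratio of the ATII-like state over cluster 1 was -0.35 (-0.37 to -0.33), and -0.18 relative to the median gene. Cebpd (ENSMUSG00000071637; chromosome 16, 15887286 to 15891031) was higher in the ATII-like state than in cluster 1, at 307 and 201 CPM (log2 ratio 0.61, 0.58 to 0.64), and Ddit3 (ENSMUSG00000025408; chromosome 10, 127290774 to 127296288) likewise, at 39.1 and 27.7 CPM (0.50, 0.41 to 0.58). Cebpb and Cebpg differed little, with log2 ratios of 0.061 (0.031 to 0.092) and 0.075 (0.021 to 0.13), and both were below 0 when no percentile limits were set. Among the 6 states of the plot of marker levels Cebpb was highest in ATI-like cells, at 413 CPM, while immune-like cells had 2382 CPM and cluster 7 had 545 CPM. Nkx2-1 (ENSMUSG00000001496; chromosome 12, 56531958 to 56536908) was at 306 CPM in the ATII-like state, 382 CPM in cluster 1 and 630 CPM in the ATI-like state. A Nkx2-1 UMI was found after thinning in 77.1% of ATII-like cells and in 1.39% of immune-like cells, whose median UMI counts were 18594 and 21207, and before thinning in 92.3% and 9.41%.

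Sox9 (ENSMUSG00000000567; chromosome 11, 112782224 to 112787760) was 2.99-fold higher in cluster 1 (22.7 CPM) than in the ATII-like state (7.59 CPM; interval of the ratio 2.73 to 3.28). After thinning, 8.48% of cluster 1 cells (7.51 to 9.53) and 2.51% of ATII-like cells (2.03 to 3.06) had a Sox9 UMI, against 17.1% and 6.87% before. The share was 0 of 72 in immune-like cells, which allows up to 4.17%, 2.53% (0.308 to 8.85) in 79 endothelial-like cells, 1.10% (0.134 to 3.93) in 181 fibroblast-like cells and 0.770% (0.310 to 1.58) in 909 ATI-like cells. The share of cluster 1 was above those of fibroblast-like and ATI-like cells beyond counting error, and that of the ATII-like state only above that of ATI-like cells. By CPM cluster 1 (21.5 to 23.9) was also above endothelial-like cells, at 4.21 CPM (1.54 to 9.16), and fibroblast-like cells, at 4.64 CPM (2.70 to 7.43). Wnt5a (ENSMUSG00000021994; chromosome 14, 28504750 to 28527448) was 2.13-fold higher in cluster 1 (1.87 to 2.44), at 8.92 against 4.18 CPM. Its thinned shares were 4.56% and 1.85% (10.9% and 6.25% before thinning). The share was 0 of 72 in immune-like cells, with a limit of 4.17%, and 54.7% in fibroblast-like cells. A contribution of stromal RNA to the low shares is therefore not excluded. By CPM the 85 immune-like cells had no Wnt5a UMI, with an exact Poisson upper limit of 2.14. That is below the ATII-like state (3.77 to 4.63) and cluster 1 (8.19 to 9.71). For the droplets of these immune-like cells, this argues against free RNA as the whole of either level. The kinase genes downstream of LKB1 in the list, Sik1 and Sik3, were at 47.9 and 17.1 CPM in the ATII-like state and at 61.7 and 22.6 CPM in cluster 1.

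The fourth question was how many cells were cycling in each state. A cell counted as cycling when it had at least 3 UMIs over the 10 proliferation genes after thinning to 5000 UMIs. Of 10916 cells deep enough, 138 were cycling, or 1.26% (1.06 to 1.49), and 2.22% without thinning, which was the alternative that moved this share most. In the proliferating cluster 68.6% of 185 cells were cycling (61.4 to 75.3). The clustering collects cycling cells in that cluster, so the shares of the other epithelial states were low by construction. They were 0.133% in cluster 1 (0.0363 to 0.340), 0.212% in the transitional-like state (0.0438 to 0.619) and 0 of 3787 in the ATII-like state, which allows up to 0.0792%. ATI-like cells had 0 of 909, which allows up to 0.330%, and cluster 2 had 0 of 1499, which allows up to 0.20%. Immune-like cells had 5.56% (4 of 72 cells; 1.53 to 13.6).

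The fifth question was whether metabolic and antigen presentation genes differed between the ATII-like state and cluster 1. For each list the median log2 ratio (ATII-like over cluster 1) was set against 10000 random lists of the same size and matched expression, as a description of this matrix. The glycolysis list had a median of -0.60 (counting interval -0.64 to -0.55), below all random lists (percentile 0.00; their middle 95% ran from -0.28 to 0.0087), and 14 of its 15 genes were higher in cluster 1. The alternative that moved this median most expressed it relative to the median gene, as -0.42. Eno1 (ENSMUSG00000063524; chromosome 4, 150236721 to 150248879) was at 49.9 CPM in the ATII-like state and 105 CPM in cluster 1, and Ldha (ENSMUSG00000063229; chromosome 7, 46841475 to 46855627) at 507 and 805 CPM. Slc16a3 (ENSMUSG00000025161; chromosome 11, 120948480 to 120960868) was at 0.219 and 2.62 CPM, a ratio of 11.98 (7.50 to 20.1). The MHC class II list had a median of 0.13 (0.061 to 0.14) at percentile 96.1, and 6 of its 7 genes were higher in the ATII-like state. The lipid and surfactant metabolism list had a median of -0.049 at percentile 79.1, and the oxidative phosphorylation list one of -0.11 at percentile 49.6. Relative to the median gene both of these changed sign, to 0.13 and 0.069. That change follows from subtracting the same -0.175 from every gene and is no separate test. No direction is read from these lists, since both medians lay within the middle 95% of their random lists (-0.26 to 0.046 and -0.25 to 0.035).

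**Figure D4:**
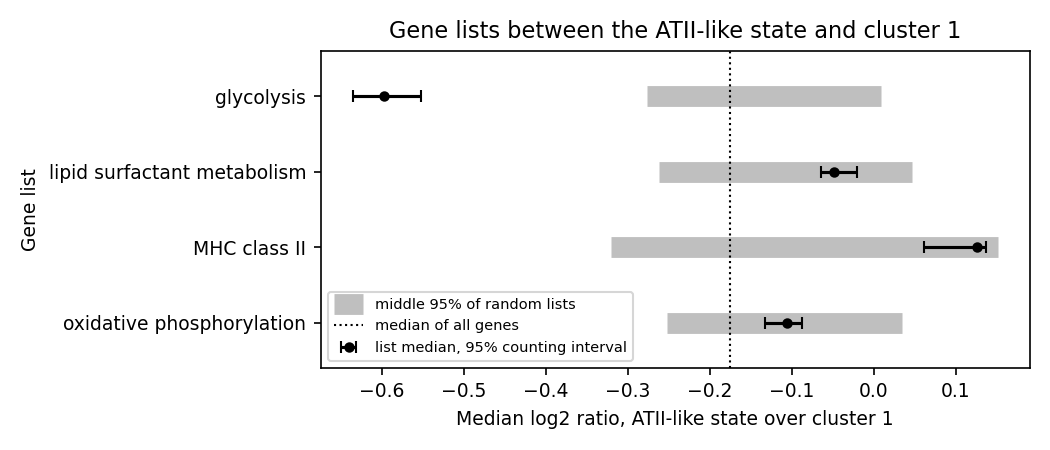
Median log2 ratio of each gene list, ATII-like state over cluster 1 (points, with 95% counting intervals), beside the middle 95% of 10000 random lists of matched expression (grey bars) and the median of all genes (dotted line, -0.175). The glycolysis list, at -0.60, lies outside its random lists, and the other lists lie within theirs; the lipid and oxidative phosphorylation medians change sign relative to the median gene.

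Outside the lists and the variable features, 6934 genes had at least 10 CPM in the ATII-like state or cluster 1. Of these, 11 were over 2-fold higher in the ATII-like state and 28 in cluster 1. The largest ratios toward the ATII-like state were those of Klf15 (ENSMUSG00000030087; chromosome 6, 90462576 to 90475238), at 28.6 against 9.61 CPM (2.98-fold, 2.72 to 3.27), Sord (2.57-fold; chromosome 2, 122234749 to 122265340), St6galnac2 (2.47-fold; chromosome 11, 116675303 to 116694868), Zbtb16 (2.46-fold; chromosome 9, 48654297 to 48836222) and Tmod1 (2.46-fold; chromosome 4, 46038935 to 46116032). Toward cluster 1 they were those of Map6 (ENSMUSG00000055407; chromosome 7, 99267447 to 99337137), at 14.96 against 3.90 CPM (3.84-fold, 3.39 to 4.35), Kif23 (3.81-fold; chromosome 9, 61915905 to 61946774), a gene of mitosis, Arhgef40 (3.58-fold; chromosome 14, 51984719 to 52006251), Pde1c (3.57-fold; chromosome 6, 56069804 to 56569103) and Etv4 (3.42-fold; chromosome 11, 101769742 to 101785371). These 10 genes kept their direction in all 7 alternatives run for them. Cell cycle genes held out of the second clustering could still be named here. Kif23 was at 12.7 CPM in cluster 1, where Mki67 was at 2.84 and Top2a at 1.26 CPM, so no cycling is read from it.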

Values the study reported

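The study reported 4 major clusters of sorted neoplastic cells and a minor cluster of highly proliferating cells. It reported a 14-fold rise of the proportion of ATII-like cells in restored compared with non-restored tumors. For cells it called indeterminate, it gave an 8-fold reduction in restored tumors.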

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

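Of the tests in this part, those of depth, of free RNA and of TdTomato were chosen only after the result was seen. The limit of 10% mitochondrial UMIs and the omission of the highest doublet scores were also chosen after the data were seen, although what their GFP ratios would show was written down before these were computed. The test of GFP with Stk11 in the same cell was written down before its result.

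The GFP sequence of the gene trap was read in the matrix although it belongs to none of the gene lists, and it differed between the main states. It was at 6.86 CPM in the ATII-like state and 35.7 CPM in cluster 1, a 5.21-fold difference, while Stk11 went the opposite way between these states. Among the other states GFP was at 31.1 CPM in cluster 2, 48.0 CPM in transitional-like, 41.8 CPM in ATI-like and 52.7 CPM in proliferating cells. Cluster 2 and ATI-like cells had such GFP levels together with Stk11 at 22.8 and 25.1 CPM. The opposite pattern therefore did not hold for each pair of states. Over the alternatives the log2 ratio of GFP (ATII-like over cluster 1) kept its sign and ran from -4.61 with 15 principal components to -1.36 without percentile limits. After thinning, 2.30% of ATII-like cells and 16.0% of cluster 1 cells had a GFP UMI (5.82% and 36.8% before), at median depths of 18594 and 15587.5 UMIs.

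Several technical explanations were argued against by these data. Depth was argued against, since the thinned share was still 6.96 times higher in cluster 1. Free RNA was argued against only for the droplets of the 260 endothelial-like and fibroblast-like cells, which had a median of 12373 UMIs. After thinning, 0.769% of them had a GFP UMI (2 cells, 0.0933 to 2.75), far below cluster 1. A Xist UMI was in 5.06% of the endothelial-like and 8.84% of the fibroblast-like cells, against 49.8% of cluster 1 cells. These stromal cells may thus come largely from other mice than cluster 1. Free GFP in the libraries of cluster 1 is therefore not excluded. Damaged cells were argued against by a ratio of 5.69 in cells with at most 10% mitochondrial UMIs. Doublets with high scores were argued against by a ratio of 6.94 without them. The Scrublet scores had no working threshold, so that last test covers only the cells with the highest scores.

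A candidate explanation is that the states draw unequally on cells that carry the gene trap and cells that do not. Within 6 states, 3 cells had both a GFP and a Stk11 UMI after thinning. If they were independent, 93.9 were expected, a ratio of 0.0319 (0.00659 to 0.0933, over 10800 cells). Because the gene trap truncates the Stk11 transcript, a low ratio was likely from the design of the allele. The ratio was taken within states, so it cannot decide whether the states draw unequally on cells with the trap. The values are consistent with GFP and Stk11 transcripts belonging to different cells. The unequal draw of the states stays a hypothesis, found on these same cells and not decided by that ratio. Which mice the cells of a state came from was not tested, so a difference between mice, between the restored and non-restored groups or between sexes stays open.

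TdTomato, the tumour cell mark, also belongs to none of the gene lists, and it was 1.595 times higher in cluster 1 than in the ATII-like state, at 8001 against 5017 CPM. The removed endothelial-like cells had 961 CPM and fibroblast-like cells 316 CPM. A few abundant genes taking most of the counts were argued against as the whole cause, since the log2 ratio (ATII-like over cluster 1) was still -0.50 relative to the median gene. Damaged cells were argued against as well, since it was -0.65 with at most 10% mitochondrial UMIs. No biological explanation was tested for TdTomato.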

How the results depend on the processing

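The lists, the settings of the study clustering and most alternatives were chosen before the data were examined. Holding GFP and TdTomato out of the second clustering, the 2-fold naming threshold, the thinning depth and the Jaccard minimum were not, and the alternatives with at most 10% mitochondrial UMIs, without the highest doublet scores, with random lists lacking variable features and relative to the median gene were chosen only after results were seen. Below, the 22.7% cluster means the largest unnamed cluster of the study settings, and list medians are log2 ratios of the ATII-like state over cluster 1.

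Shares of cells under the study settings depended strongly on the processing, and the cause was not tested. Each alternative is given as the ATII-like, ATI-like and transitional-like shares and that of the 22.7% cluster, where they moved by more than counting error. They were 34.5%, 13.7%, 6.07% and 24.3% with 1000 variable features, and 25.5%, 19.3% and 4.09% for the named states with 3000. With 15 principal components they were 31.1%, 20.7%, 8.12% and 24.7%, and proliferating cells 1.45%. At resolution 0.2 they were 35.9%, 23.9%, 23.9% and 28.1%, where ATI-like and transitional-like matched the same cluster, and at resolution 0.5 they were 15.8%, 9.41%, 7.21% and 12.4%. With 95th percentile limits they were 15.7%, 10.2%, 6.68% and 28.0%, with 1.49% proliferating. Without percentile limits ATII-like cells made up 10.4%, transitional-like 11.7% and proliferating 2.02%. Without regression the ATII-like share was 20.8%, and the 22.7% cluster had no counterpart and so no value. When immune and airway clusters were also removed they were 31.9%, 23.0%, 5.86% and 25.9%. With no cluster removed they were 17.9%, 9.45%, 14.3% and 21.9%, with 1.26% proliferating. In the second clustering they were 36.0%, 7.66%, 11.7% and 27.4%. Without the highest doublet scores they were 31.9%, 17.2%, 7.22% and 20.6%. The 22.7% cluster and the next largest unnamed cluster matched the same cluster with 15 principal components, with 3000 variable features, without percentile limits and when immune and airway clusters were also removed. With at most 10% mitochondrial UMIs the ATII-like share was 23.4%, the ATI-like 13.0% and that of the 22.7% cluster 19.6%.

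The Stk11 ratio kept its direction in all 7 alternatives run for it. Its log2 value moved to 1.72 with clusters from the study features, 3.59 with 15 principal components, 1.79 without percentile limits, 1.66 with at most 10% mitochondrial UMIs and 2.42 relative to the median gene. Some single genes with small differences changed direction. Abca3 went to -0.0036 with clusters from the study features, to -0.019 without the highest doublet scores and to -0.0040 with at most 10% mitochondrial UMIs. Without percentile limits Lamp3 went to 0.024, Cebpb to -0.026 and Cebpg to -0.012, and relative to the median gene Lamp3 went to 0.042 and Napsa to 0.14. Fabp5, which did not differ by more than counting error, ran from -0.57 with 15 principal components to 0.40 without percentile limits. Of the remaining values of single genes, 237 moved by more than counting error and 65 did not. Of the shares of smaller states, 15 moved and 25 did not, and of the remaining cycling shares 7 moved and 26 did not.

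The cycling share of cluster 1 was 1.15% without thinning, 0.432% with at least 2 UMIs and 0.0333% with at least 5, and 0 with clusters from the study features, without the highest doublet scores and with at most 10% mitochondrial UMIs. Transitional-like cells had 2.84% without thinning and 0.849% with at least 2 UMIs. All retained cells had 2.22% without thinning, 1.62% with at least 2 UMIs and 0.980% with at least 5. These follow from the thresholds themselves for the settings of thinning and minimum UMIs, and for the clusterings the cause was not tested.

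The glycolysis median stayed negative in all alternatives and its percentile was 0.00 in each. It was -0.47 with clusters from the study features, -0.67 as a mean over cells, -0.53 without the highest doublet scores, -0.45 with at most 10% mitochondrial UMIs and -0.42 relative to the median gene. The lipid median was -0.16 with clusters from the study features, -0.18 with 15 principal components, -0.16 without the highest doublet scores and -0.096 with at most 10% mitochondrial UMIs, and changed sign to 0.13 relative to the median gene. Its percentile ran from 7.73 to 79.9. The MHC class II median was 0.015 with clusters from the study features, 0.030 without the highest doublet scores and 0.30 relative to the median gene, and its percentile ran from 68.8 to 97.8. The oxidative phosphorylation median was -0.17 with 15 principal components, -0.16 as a mean over cells and 0.069, with the sign changed, relative to the median gene. The shift of the median gene itself accounts for the changes relative to it, and for the others the cause was not tested.

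Cluster 2 of the second clustering had no counterpart (Jaccard index under 0.25) with clusters from the study features, 15 principal components or no percentile limits, so the number of markers highest in a state has no value there. With 15 principal components the ATI-like and transitional-like states of the second clustering matched the same cluster. The automatic Scrublet threshold called 0 cells, so leaving out its calls moved nothing. Alternatives without each mouse in turn, with other count tests, without a low count filter and with sex as a covariate were not run, because no file read here assigns cells to mice. No paired analysis was possible because the matrix pools the mice. Depth lowers the shares of low genes: Stk11 in ATII-like cells was at 44.8% before and 17.1% after thinning to 5000 UMIs. At that depth the limit of a share of 0 depends on the number of cells. It is 4.17% for 72 immune-like cells and 0.0792% for 3787 ATII-like cells.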

Other observations

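In this part the tests of Sftpb and of Lamp3, Napsa and Fabp5 relative to the median gene were chosen only after the result was seen; the other tests were written down before their results, although the limit of 10% mitochondrial UMIs was chosen after the data were seen.

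The study settings gave 9 clusters here. That is higher than the number of clusters quoted from the study above, and names and borders were rebuilt here. Across the alternatives the number ran from 6, with immune and airway clusters also removed, to 12 at resolution 0.5.

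ATII markers moved both ways between the ATII-like state and cluster 1, and 4 of the 12 had a higher level in cluster 1, of which Fabp5 did not differ by more than counting error (log2 ratio -0.018, -0.039 to 0.0033). Damaged cells with a high mitochondrial share were argued against as the cause, since 5 markers were higher in cluster 1 with at most 10% mitochondrial UMIs, 4 of them (Sftpb, Lamp3, Napsa and Fabp5) by more than counting error. A few genes taking most of the counts were argued against as the whole cause. With Sftpc, Sftpa1 and Sftpb left out of the totals, 1 of the other 9 markers, Lamp3, was still higher in cluster 1 (log2 ratio -0.059, -0.075 to -0.042), where 3 were before, Fabp5 within counting error. Relative to the median gene, 0 of Lamp3, Napsa and Fabp5 were still higher in cluster 1. For Lamp3 these tests disagree. Napsa was no longer higher in cluster 1 in either test, and Fabp5, which was not higher beyond counting error to begin with, was not either, with log2 ratios of 0.043 and 0.057 without the surfactant genes in the totals and of 0.14 and 0.16 relative to the median gene. Because the 3 genes were chosen for their higher levels in cluster 1, a shift in totals and a change of the genes themselves cannot be told apart for them. Sftpb was higher in cluster 1 under both tests, with a log2 ratio of -0.16 relative to the median gene and -0.34 with at most 10% mitochondrial UMIs. No biological explanation was tested.

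Sex-linked genes differed between the states of the second clustering. Xist (chromosome X) was at 247 CPM in the ATII-like state and 481 CPM in cluster 1, while the Y-linked genes were higher in the ATII-like state, with Ddx3y at 37.1 against 26.8, Eif2s3y at 26.5 against 24.5, Kdm5d at 5.91 against 4.38 and Uty at 11.7 against 9.43 CPM. After thinning, a Xist UMI was in 32.1% of ATII-like cells (30.6 to 33.6) and 49.8% of cluster 1 cells (47.9 to 51.6). A Ddx3y UMI was in 17.3% (16.1 to 18.5) and 12.8% (11.7 to 14.1). The states thus drew unequally on cells with Xist and cells with Y-linked transcripts. No file read here gives the mouse of a cell, so which mice this involves was not tested. Each comparison between states can carry differences between mice.

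Of the retained cells, 4862 had at least 3 Xist UMIs, 3214 had at least 3 Y-linked UMIs and 1 had both, 0.0124% of those with either. For droplets with 2 cells, the median UMI count of that cell over the others was 0.36. For free RNA, 2.92% of the cells with at least 3 Y-linked UMIs carried a Xist UMI, and the rule first set for this test counted such a share as an argument against free RNA. The rule was changed after only 1 cell with both was found, because 1 cell decides nothing and because, with a library for each mouse, droplets would mix the sexes only if mice shared a library. For this 1 cell the explanations cannot be told apart, and the low number says nothing about doublets within a mouse.

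A preliminary cluster of 169 retained cells led by Scgb3a2 stood out and was chosen after its genes were seen. It had Sox9 at 86.9 CPM against 11.2 CPM in the other retained cells, Stk11 at 37.9 against 22.4 CPM, and GFP at 0.191 CPM (1 UMI; 0.00483 to 1.06) against 26.8 CPM. Xist was at 10.5 against 350 CPM and the Y-linked genes at 99.7 against 80.5 CPM. Its cells had a median of 32974 UMIs against 16867, and 111 of them fell in cluster 1, 35 in the ATII-like state and 21 in cluster 2. Whether these cells came from a single tumour or mouse was not tested, and neither was any technical or biological explanation of them.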
